A study of Rattus norvegicus with 21 samples. Its data were reported in "Ept7, a quantitative trait locus that controls estrogen-induced pituitary lactotroph hyperplasia in rat, is orthologous to a locus in humans that has been associated with numerous cancer types and common diseases" (2018).

How the data were processed

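Gene expression was measured in the anterior pituitary gland of male rats of 3 inbred strains, ACI, Copenhagen (COP) and Brown Norway (BN). Rats received an empty implant (control) or an implant holding 5 mg of diethylstilbestrol (DES), a synthetic estrogen, at 9 weeks of age and were killed at 21 weeks, after 12 weeks of treatment. BrdU was injected at 50 mg/kg before death. RNA from each gland was hybridized in 1 color to the Affymetrix Rat Genome 230 2.0 array, and there were 21 arrays in 6 groups, with 3 control and 4 DES arrays per strain. The series design counts every array as a biological replicate, whereas the notes on the single samples name 1 fewer independent replicate per group than there are arrays. Each array was treated here as 1 rat, and every error below rests on that reading.

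The deposited values are intensity signals per probe set on a linear scale. The authors had scaled each array to a common trimmed mean, which lay between 500.1 and 500.2 on every array, and the values ran from 0.1 to 71813.9. The summarization software was not given in the sources used here. The values fit the signals of the Affymetrix MAS 5.0 algorithm, in which mismatch probes are subtracted. Background correction and probe summarization stayed as the authors had done them, and the scanner files were not used here. The 57 Affymetrix control probe sets among 31099 were left out of the tests, which left 31042. Array medians of the log2 signal differed by at most 0.313, under the 0.5 allowed, so no further scaling was applied. No pair of arrays shared more than 0.25% of equal values. For arrays, precision was limited by their number per group.

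The comparisons, tests, gene lists and rule for naming genes were chosen before the data were examined. Signals were converted to log2 after adding 16, and folds of single genes are 2 to the power of the resulting log2 change, except for the Ept7 interval genes, whose ratios are of plain mean signals. A probe set was tested when it exceeded the 40th percentile of the array on at least 3 arrays, and the probe sets of Myc, Pvt1 and A1bg were kept whether or not they passed. This left 21859 probe sets. Probe sets with 1 gene symbol stood for genes, 1 per gene by the highest mean, which gave 11751 genes. In the file, 20826 probe sets had 1 symbol, 436 had several and 9780 had none. No genome build was used, so no coordinates are given. A single linear model with 6 group means was fitted to all 21 arrays with limma 3.58.1 in R 4.3.3, with a mean-variance trend in the empirical Bayes step and 21.6 total degrees of freedom. All p values were two-sided and adjusted by the Benjamini-Hochberg method within each comparison, and a probe set was called at an adjusted p under 0.05. Comparisons were DES against control within each strain, strain against strain within control and within DES-treated rats, and the difference between strains in the response to DES. Single genes of first interest were also tested with a two-sided exact permutation test over all 35 splits of 3 and 4 arrays, whose smallest p is 0.0286.

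A total of 21 gene lists with 230 different genes were written in advance, of which 210 were matched to the array. They covered markers of lactotrophs, somatotrophs, gonadotrophs, thyrotrophs, corticotrophs and melanotrophs, folliculostellate cells, neural lobe and nerve, red blood cells, endothelium, leukocytes and macrophages, and fibroblasts and matrix. They also covered angiogenesis factors, cell cycle, estrogen-responsive genes, MYC targets, secretory load, steroid receptors and coregulators, pituitary tumor genes, apoptosis, immediate early genes and the Ept7 interval. Lists were tested on the 11751 genes with camera at a preset correlation of 0.01, adjusted over 126 tests of 21 lists in the 3 DES contrasts and the 3 differences in response. The same tests were repeated with an estimated correlation. Counts of list members are given over all genes tested and adjusted over the list alone.

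Genes were named by rule. For each DES contrast these were the 8 largest rises and 8 largest falls among called genes whose 4 DES values all lay on one side of the 3 control values. For each other comparison they were the 5 largest called differences of each sign. The Ept7 interval genes, Esr1 and the hormone genes Prl, Gh1, Lhb, Fshb, Cga, Tshb and Pomc were named whether called or not, with up to 4 members per list that had the smallest adjusted p. A further named gene is marked as chosen after its values were seen.

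The pipeline was tested on simulated data with 200 changed probe sets drawn around the means and spreads of the real arrays. In the simulation, DES against control in ACI called 123 probe sets, 7 of them false. A log2 change of 1 was recovered in 61.2% of probe sets for DES in ACI and in 31.3% for the difference in response between ACI and BN, and a change of 2 in 95.5% and 72.7%.

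Alternatives tried were no filter, a filter at the 60th percentile, 1 or 64 added before log2, quantile normalization, median centring, a fit of only the groups compared, no variance trend, the replicate number as a block, and leaving out each array in turn. For lists, the mean of all probe sets of a gene and the estimated correlation were also tried. After the data were examined, arrays numbered 1 and 2 were found to lie apart from arrays numbered 3 and 4, which no label explains. Fits with this division as a block, with only numbers 1 and 2 and with only numbers 3 and 4 were added for that reason, and their values stand beside the counts. With only numbers 3 and 4, each control group held 1 array, whose spread was assumed to equal that of the other groups. For BN this was control 3, which had the highest 3' to 5' ratios of actin (7.24, against at most 4.48 on any other array) and hexokinase (8.28, against at most 5.20), so values from numbers 3 and 4 that involve BN controls rest on that array. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.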

Results

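The data set held 21 arrays of anterior pituitary RNA, 3 from control and 4 from DES-treated male rats of each of the ACI, COP and BN strains. Each array gave 1 signal per probe set, and the median signal ran from 118.8 to 151.4 across arrays. Median signals averaged 143 ± 1.91 (SD, n = 3) in ACI controls and 121 ± 2.77 (SD, n = 4) in DES-treated ACI rats, 143 ± 1.10 and 132 ± 4.06 in COP, and 146 ± 5.25 and 137 ± 2.77 in BN. The median log2 change of all probe sets with DES was -0.131 in ACI, -0.089 in COP and -0.064 in BN, and single changes are to be read against those shifts. The 40th percentile of the signal lay between 67.0 and 90.6 on the arrays. A group mean under 67.0 was taken as near the floor, and the size and rank of any change with such a mean on either side are uncertain. Among the named genes this held for Pvalb, LOC102556108, Hmcn2, Sec14l3 and Serpina3l in each strain where they are named with DES. In ACI it also held for Grik1, Greb1, Vsnl1, Serpina3c, Slc6a14, 6330403K07Rikl and Pomc, in COP for Vip, Mzb1, Greb1, Mlf1, Serpina3c and Pomc, and in BN for Guca2b, Mlf1, Grem1 and Gabrb2. Ahsp, Slc4a1, Esr1 and A1bg had such a mean in each strain, as had Inhba in COP controls. Other members of the gene lists are not all covered here. Between strains, a mean near the floor was found for Mx2, Rnf6, Lcn2, LOC100910237, Ephx2, Brcc3-ps7 and others whose means are not all given.

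The first question was whether genes of the Ept7 interval, a locus that governs pituitary growth under estrogen, respond to DES in these strains. Myc, which encodes a transcription factor that drives growth and division, rose with DES in all 3 strains. Its mean signal went from 162 ± 40.5 (SD, n = 3) to 690 ± 106 (SD, n = 4) in ACI, from 120 ± 43.2 to 697 ± 126 in COP and from 87.1 ± 14.1 to 660 ± 221 in BN. These are ratios of 4.26, 5.82 and 7.58. Pvt1, a noncoding RNA gene that neighbors Myc, also rose in each strain, from 85.4 ± 17.4 to 306 ± 34.6 in ACI, from 98.3 ± 48.4 to 259 ± 50.7 in COP and from 93.5 ± 20.4 to 266 ± 96.6 in BN, ratios of 3.59, 2.64 and 2.85. A1bg, which encodes a plasma glycoprotein of the immunoglobulin family, had signals near the floor of the array. Its means were 35.3 ± 29.0 and 13.4 ± 8.60 in ACI, 18.5 ± 18.7 and 10.1 ± 8.68 in COP, and 9.47 ± 8.81 and 29.9 ± 25.7 in BN.

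For Myc the log2 change was 2.00 (SE 0.246, adjusted p = 5.46e-07) in ACI, 2.43 (adjusted p = 4.82e-08) in COP and 2.66 (adjusted p = 2.6e-08) in BN. For Pvt1 it was 1.68 (SE 0.264, adjusted p = 1.6e-05), 1.33 (adjusted p = 0.000287) and 1.32 (adjusted p = 0.000491). In each strain the 4 DES arrays all lay above the 3 controls for both genes, and the exact permutation p was 0.0286, the smallest possible. Among arrays numbered 1 and 2 the log2 change of Myc was 1.97, 2.28 and 3.01 in ACI, COP and BN, and among those numbered 3 and 4 it was 2.25, 2.88 and 2.37. For Pvt1 these values were 1.67, 1.26 and 1.01, and 1.62, 1.46 and 1.60. A1bg was not called in any strain (log2 changes of -0.62, -0.34 and 0.70, adjusted p of 0.389, 0.67 and 0.37), and its probe set did not pass the signal filter.

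The strains were then compared for these 3 genes. In control rats Myc was 0.77 higher on the log2 scale in ACI than in BN, which missed the threshold (95% interval 0.22 to 1.31, adjusted p = 0.0906). It passed at the same size with the replicate block (adjusted p = 0.00763) and with the division of array numbers as a block (adjusted p = 0.00446), among numbers 1 and 2 alone (0.92, adjusted p = 0.00248) and without ACI control 3 (0.97, adjusted p = 0.0435). The other set held 1 control array per strain, number 3, with Myc at 115 in ACI and 79.3 in BN. That is a smaller difference of the same sign. The Myc response of ACI minus that of BN was -0.66 (95% interval -1.38 to 0.06, adjusted p = 0.235). It was not called with the replicate block (adjusted p = 0.058). With the division of array numbers as a block it was called (adjusted p = 0.0443), as it was among numbers 1 and 2 alone (-1.04, adjusted p = 0.00972). Among numbers 3 and 4 alone, with 1 control array per strain, the Myc changes lay close together, at 2.25 in ACI and 2.37 in BN. The Pvt1 response differed by 0.35 (95% interval -0.42 to 1.13) between ACI and BN and the A1bg response by -1.32 (95% interval -2.99 to 0.35), and neither was called. After DES, Myc differed by 0.11 (95% interval -0.36 to 0.58) and Pvt1 by 0.25 (95% interval -0.26 to 0.75) between ACI and BN. A lack of a call does not show that the strains were alike within these intervals. The Ept7 interval list passed its test with DES in BN (2 of 3 members rose, median log2 change 1.32, adjusted p = 0.0356) but not with an estimated correlation (adjusted p = 0.105), with median centring (adjusted p = 0.0506), within either set of numbers (1.05 and 1.60, adjusted p = 0.0621 and 0.089) or without BN control 1 (1.17, adjusted p = 0.0529), BN DES 1 (1.48, 0.0526) or BN DES 3 (1.12, 0.0547). It had 2 of 3 members risen in ACI (adjusted p = 0.247) and COP (adjusted p = 0.203) as well, with the same counts when adjusted over the list alone, and no member differed in response. Esr1, which encodes estrogen receptor alpha, had means of 68.1 ± 46.5 and 55.0 ± 42.5 in ACI, 95.7 ± 41.3 and 50.4 ± 24.5 in COP, and 71.3 ± 63.6 and 63.2 ± 27.8 in BN, and was not called.

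**Figure D1:**
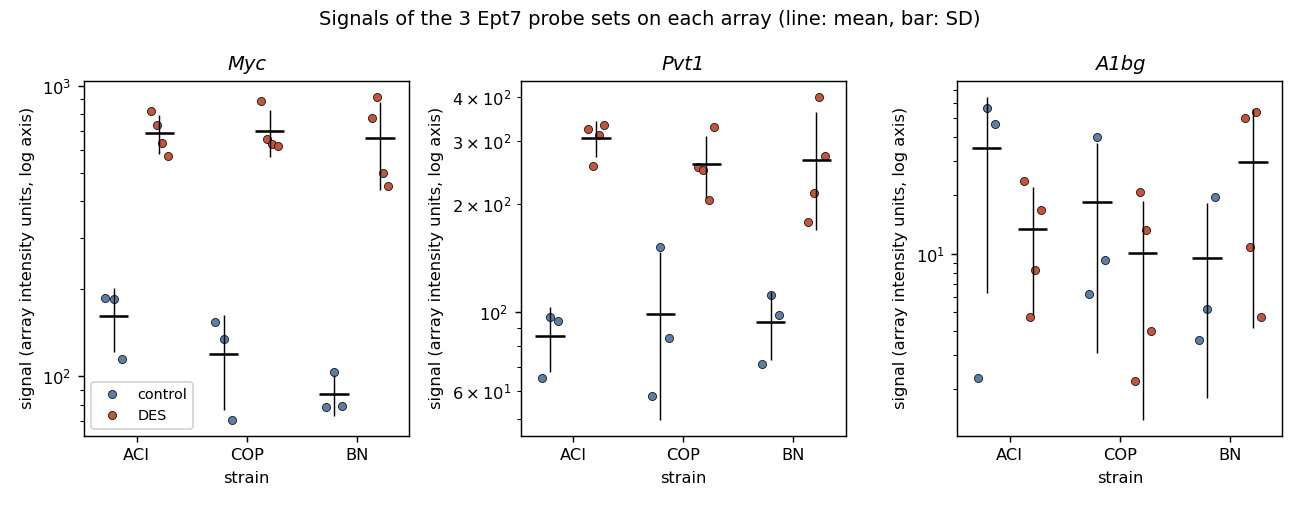
Signal (array units, log10 axis) of Myc, Pvt1 and A1bg in control and DES-treated rats of each strain, with 1 point per array, a line at the group mean and a bar for the SD, whose lower end is shortened for A1bg in COP and BN controls. Myc means rise from 162 to 690 in ACI, from 120 to 697 in COP and from 87.1 to 660 in BN.

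DES against control in ACI asked how the pituitary of a strain prone to estrogen-driven growth responds. Klk1b3, a glandular kallikrein, had the largest rise, 197-fold on signals after adding 16, with mean signals of 22200 ± 1175 (SD, n = 4) with DES and 99.2 ± 31.1 (SD, n = 3) in controls. Gal, which encodes the neuropeptide galanin, rose 178-fold, and Cgref1, a cell growth regulator, 154-fold. Grik1 (a kainate receptor subunit), Nppc (C-type natriuretic peptide), Pvalb (the calcium buffer parvalbumin), LOC102556108 and Greb1 (an estrogen-induced growth regulator) rose by 6.93, 6.26, 6.01, 5.97 and 5.91 on the log2 scale. The largest falls included both gonadotropin beta subunits: Lhb fell by 6.08, from 16640 ± 2377 to 230 ± 22.6, and Fshb fell by 5.63. Vsnl1 (a neuronal calcium sensor), Serpina3c and Serpina3l (serine protease inhibitors), Sec14l3 (a lipid-binding protein), Slc6a14 (an amino acid transporter) and 6330403K07Rikl changed by -5.99, -5.92, -4.96, -5.60, -5.00 and -4.98.

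Among the other ACI hormone genes, Tshb, the thyrotropin beta subunit, fell by 2.11 (adjusted p = 1.17e-09) and Pomc, the corticotropin precursor, fell from 171 ± 78.1 to 53.9 ± 35.2 (SD, adjusted p = 0.0192), a mean near the floor. Pomc did not pass the exact permutation test (p = 0.0857). The Pomc call was lost without ACI control 1 (log2 change -1.24, adjusted p = 0.0956), control 2 (-1.37, 0.0695) or DES 4 (-1.08, 0.0825), and among numbers 3 and 4 alone (-0.95, 0.438). Prl (prolactin), Gh1 (growth hormone) and Cga (the shared glycoprotein hormone alpha subunit) were not called, with log2 changes of 0.40, -0.03 and -0.01. All 3 were bright, up to 68841, 61190 and 60342. Their deviations from group means followed those of the bacteriophage cre spike-in across the 21 arrays (Pearson r of 0.95, 0.91 and 0.95, Spearman rho of 0.91, 0.78 and 0.89, permutation p of 4e-05, 0.00054 and 1e-05, adjusted p over 6 genes of 0.00012, 0.0011 and 6e-05). Tshb (r of 0.82, adjusted p = 0.0022) and Hspa5, a chaperone (0.92, adjusted p = 0.0018), followed it too, so the Tshb values are read with the same limit. Gal did not pass (0.43, adjusted p = 0.15), but it was dim in controls and bright only with DES, so Gal may share the limit. Without the 2 arrays farthest out, r was 0.93, 0.85 and 0.93 for the first 3 and 0.70 for Tshb. The spike-in itself was 0.40, 0.54 and 0.69 higher on the log2 scale in the DES arrays of ACI, COP and BN. It averaged 28390 on arrays numbered 1 and 2 and 37970 on those numbered 3 and 4. Prl, Gh1 and Cga were also higher on the latter, by 0.34, 0.30 and 0.31 on the log2 scale. The correlations were not tested within each set of numbers. Prl was called in ACI with median centring (0.62, adjusted p = 0.0115), with the replicate block (0.35, adjusted p = 0.0313), with the block of number sets (0.34, adjusted p = 0.0286), among numbers 1 and 2 alone (0.44, adjusted p = 0.00391) and without ACI control 3 (0.56, adjusted p = 0.0258). Gh1 was called lower among numbers 3 and 4 alone (-0.56, adjusted p = 0.014), and Gh1 and Cga were called lower with quantile normalization (-0.48, adjusted p = 1.3e-05, and -0.46, adjusted p = 2.68e-08).

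Cell division genes moved together in ACI. Of 25 measured cell cycle genes, 20 rose, none fell and 5 did not pass (median log2 change 1.20, camera adjusted p = 3.68e-07, adjusted p = 0.0148 with an estimated correlation). Ccnb2, a mitotic cyclin, rose by 2.55, Top2a, a topoisomerase of dividing cells, by 2.12, Cdk1, the mitotic kinase, by 2.36 and Kif20a, a kinesin of cytokinesis, by 2.96. Estrogen-responsive genes rose in 11 of 14 cases with no fall (median 1.16, adjusted p = 9.87e-07, and 0.000998 with an estimated correlation), among them Gal, Greb1, Stc2 (4.34) and Pgr, the progesterone receptor (2.66). MYC targets held 10 rises and 2 falls among 18 (median 0.37, adjusted p = 0.00256), a call lost with an estimated correlation (adjusted p = 0.0673). Srm, Nop56 and Odc1, genes of polyamine and ribosome synthesis, rose by 1.95, 1.76 and 1.37. In the secretory load list 13 of 15 rose and 1 fell (median 0.80, adjusted p = 1.15e-05), with adjusted p = 0.15 with an estimated correlation. Manf and Creld2, chaperones of the endoplasmic reticulum, rose by 1.29 and 1.33, while Ddit3, a stress-induced transcription factor named after its values were seen, fell by 0.53. Adjusted over the list alone, 20 cell cycle genes, 12 estrogen-responsive genes, 11 MYC targets and 13 secretory load genes rose.

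Markers of several cell types also changed in ACI. Gonadotroph genes fell in 8 of 10 cases with no rise (median -1.56, adjusted p = 0.000398, and 0.0481 with an estimated correlation), including Gnrhr, the receptor for gonadotropin-releasing hormone, which fell by 3.38, and Gata2, which fell by 3.56. Leukocyte and macrophage genes rose in 11 of 14 cases with no fall (median 1.77, adjusted p = 4.02e-06), a call lost with an estimated correlation (adjusted p = 0.145). The complement genes C1qb and C1qc rose by 2.43 and 2.65 and the macrophage marker Cd68 by 2.04. Among folliculostellate genes 6 of 8 fell (median -1.34, adjusted p = 0.00718), with adjusted p = 0.0699 with an estimated correlation, and Sox2, a stem cell factor, fell by 2.68. Lactotroph markers split into 2 rises and 4 falls among 11, with a median of -0.29, a mean of 0.24 and a downward test (adjusted p = 0.961). Agtr1b, an angiotensin receptor, fell by 3.35. Somatotroph (1 rose and 4 fell of 7, median -1.09, adjusted p = 0.45), thyrotroph (1 and 2 of 6, -0.42, 0.603), corticotroph and melanotroph (1 and 4 of 6, -1.09, 0.345), endothelial (0 and 6 of 10, -0.60, 0.307) and red blood cell lists (1 and 1 of 4, -0.69, 0.964) did not pass. Adjusted over the list alone, the counts of these cell type lists were the same.

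In ACI, 10724 of 21859 probe sets (49.1%) were called with DES, 4327 higher and 6397 lower, and 4892 of them changed at least 2-fold. These covered 6527 genes, 2719 higher and 3808 lower. Among arrays numbered 1 and 2 the count was 11561, among those numbered 3 and 4 it was 7032, and with the division as a block it was 11758. The share that was higher, 40.3%, depended on the scaling: with each array centred on its median, 6001 of 10446 were higher (57.4%), so the balance of rises and falls is not settled. Control and DES values did not overlap for 59.7% of genes, against 5.7% by chance.

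DES against control in COP asked the same of a strain related to ACI. Vip, which encodes vasoactive intestinal peptide, a stimulator of prolactin release, rose 164-fold after adding 16 to each signal, the largest fold on that scale but from a control mean near the floor (means of 12150 ± 1514, SD, n = 4, and 59.3 ± 18.8, n = 3). Klk1b3 rose 152-fold, Gal 102-fold and Cgref1 95.5-fold. Pvalb, Mzb1 (a chaperone of antibody-secreting cells), Greb1 and Hmcn2 (a matrix protein) rose by 6.18, 5.90, 5.51 and 5.45 on the log2 scale. Mlf1 had the largest fall (-6.56), and Agtr1b fell by 5.89, to 73.0 ± 7.95 from 5251 ± 626. Lhb fell by 5.54, Fshb by 5.38, and Serpina3c, Vsnl1, Sec14l3 and Serpina3l changed by -5.70, -5.53, -5.28 and -4.77.

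Tshb fell by 1.65 (adjusted p = 8.24e-08) and Pomc by 2.03 (adjusted p = 0.0028) in COP. Pomc did not pass the exact permutation test there (p = 0.0857), although its DES values all lay below its control values. Its log2 change was -2.02 among numbers 3 and 4 alone. Prl rose by 0.62 (adjusted p = 0.00924) and Gh1 by 0.51 (adjusted p = 0.0325), while Cga stood at 0.42 (adjusted p = 0.0682). The Gh1 call was lost without COP control 1 (adjusted p = 0.0795), 2 (0.0885) or 3 (0.0573) or COP DES 3 (0.0607) or 4 (0.081), with log2 changes of 0.45 to 0.54. It was also lost with no filter (0.51, adjusted p = 0.0532) and with no variance trend (0.51, adjusted p = 0.0541). Cga was called with the replicate block (0.37, adjusted p = 0.039), the block of number sets (0.36, adjusted p = 0.031), a fit of only the groups compared (0.42, adjusted p = 0.00227), numbers 1 and 2 (0.28, adjusted p = 0.028) and numbers 3 and 4 (0.55, adjusted p = 0.0172). The cre spike-in was 0.54 higher in the same comparison. With quantile normalization Prl was at 0.03 and not called, Gh1 turned to -0.15 and was not called, and Cga turned to -0.27 (adjusted p = 5.72e-05), whereas with median centring Cga was called higher (0.52, adjusted p = 0.0309).

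In COP, leukocyte and macrophage genes rose in 13 of 14 cases with 1 fall (median 1.85, adjusted p = 2.95e-07), a call lost with an estimated correlation (adjusted p = 0.0996). C1qb rose by 2.96, C1qc by 2.84 and C1qa by 2.86, while the lysozyme gene Lyz2 fell by 1.15. Lyz2, Mcm2, Ccnd1 and Inhba were named in COP after their values were seen. Cell cycle genes held 13 rises and 1 fall among 25 (median 0.65, adjusted p = 0.00187), lost with an estimated correlation (adjusted p = 0.0882). Ccnb2 rose by 1.68, Ube2c, which marks mitotic cyclins for breakdown, by 1.71 and Mki67, a marker of dividing cells, by 1.66, and Mcm2 fell by 0.38. Estrogen-responsive genes held 13 rises and 1 fall among 14 (median 1.11, adjusted p = 8.83e-07, and 0.000998 with an estimated correlation), the fall being that of Ccnd1, which encodes cyclin D1 (-0.56). MYC targets rose in 10 of 18 cases with no fall (median 0.43, adjusted p = 0.000469, and 0.0424 with an estimated correlation), and Nop56 rose by 2.03. In the secretory load list 13 of 15 rose and 1 fell (median 0.76, adjusted p = 9.97e-06), with adjusted p = 0.149 with an estimated correlation. Gonadotroph genes held 1 rise, of Inhba (0.90), and 7 falls among 10 (median -0.85, adjusted p = 0.00543), with adjusted p = 0.0996 with an estimated correlation. Folliculostellate genes fell in 5 of 8 cases but the list did not pass (median -0.97, adjusted p = 0.1). Lactotroph markers held 4 rises and 4 falls among 11, with a median of -0.39, a mean of 0.29 and a downward test (adjusted p = 0.961). Somatotroph (2 rose and 3 fell of 7, median -0.84, adjusted p = 0.484), thyrotroph (1 and 3 of 6, -0.68, 0.575), corticotroph and melanotroph (1 and 3 of 6, -1.16, 0.278), endothelial (1 and 2 of 10, -0.03, 0.905) and red blood cell lists (1 and 1 of 4, 0.31, 0.868) did not pass. Adjusted over the list alone, 14 cell cycle genes rose and 3 fell, 2 gonadotroph genes and 2 thyrotroph genes rose, and 1 endothelial gene fell, with the other counts the same.

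The COP comparison called 9419 probe sets (43.1%), 3915 higher and 5504 lower, of which 3741 changed at least 2-fold, and covered 5838 genes, 2542 higher and 3296 lower. Among numbers 1 and 2 there were 9929 calls, among numbers 3 and 4 there were 5776, and with the block 10407. With each array centred on its median the split turned to 4671 higher and 4425 lower, so this balance is not settled either. Control and DES values did not overlap for 55.2% of genes.

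DES against control in BN asked how a strain whose pituitary grows little under estrogen responds. After adding 16 to each signal, Klk1b3 rose 144-fold and Gal 114-fold (Gal means of 21460 ± 3633, SD, n = 4, and 170 ± 3.01, n = 3). S100g, a calcium-binding protein of the calbindin type, rose 103-fold but varied widely among DES arrays (14970 ± 8569). Guca2b, which encodes uroguanylin, rose 98.6-fold, and Cgref1, Pvalb, LOC102556108 and Hmcn2 rose by 5.96, 5.47, 5.25 and 5.23 on the log2 scale. Mlf1 fell by 4.64, Fshb by 4.62, and Sec14l3 fell by 4.49. Grem1 (an antagonist of bone morphogenetic proteins), Spp1 (osteopontin), Serpina3c, Serpina3l and Gabrb2 (a GABA receptor subunit) changed by -4.19, -4.18, -4.13, -3.99 and -3.84. Lhb fell by 3.61, from 14080 ± 2412 to 1137 ± 173.

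In BN, Tshb was not called (means of 26520 ± 655 and 30130 ± 7977, log2 change 0.15, adjusted p = 0.549), nor was Pomc (-0.85, adjusted p = 0.218, and 0.0393 in a fit of only the groups compared). With quantile normalization Tshb was called lower (-0.59, adjusted p = 6.78e-05). Prl rose by 0.77 (adjusted p = 0.0025), Gh1 by 0.89 (adjusted p = 0.000792) and Cga by 0.74 (adjusted p = 0.00287), beside 0.69 for the cre spike-in. In the exact permutation test Prl, Gh1 and Cga did not pass (p = 0.0857, 0.0571 and 0.0857), although the DES values of each all lay above its control values. With quantile normalization their changes were 0.06, 0.17 and 0.01 and none was called.

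Estrogen-responsive genes rose in 12 of 14 cases in BN with no fall (median 0.90, adjusted p = 2.26e-08, and 0.000998 with an estimated correlation). Greb1 rose by 5.11 and Pgr by 2.61. MYC targets held 8 rises and 1 fall among 18 (median 0.30, adjusted p = 0.00257), with adjusted p = 0.0673 with an estimated correlation and 0.136 among numbers 3 and 4 alone. In that list Ldha, which encodes lactate dehydrogenase A, rose by 1.46 and Nop56 by 1.92. Secretory load genes rose in 11 of 15 cases with 1 fall (median 0.57, adjusted p = 0.000271), a call lost with an estimated correlation (adjusted p = 0.25) and with quantile normalization (adjusted p = 0.402). Cell cycle genes held 4 rises and 4 falls among 25 (median 0.16, adjusted p = 0.766), with the helicase subunit genes Mcm2 at -0.96, Mcm6 at -1.12 and Mcm7 at 0.67, and Aurkb, which encodes a mitotic kinase, at -1.38. Leukocyte and macrophage genes held 5 rises and 2 falls among 14 (median 0.42, adjusted p = 0.0581), and C1qa rose by 1.14 while the antigen presentation genes Cd74, named after its value was seen, and RT1-Da fell by 0.73 and 0.84. That list passed with quantile normalization (adjusted p = 0.0444) and among numbers 3 and 4 alone (adjusted p = 0.0464), and without BN control 3 (0.56, adjusted p = 0.027), BN DES 1 (0.58, 0.0283) or BN DES 2 (0.51, 0.0221). Gonadotroph genes held 2 rises and 4 falls among 10 and did not pass (median -0.31, adjusted p = 0.0508), though they did with quantile normalization (adjusted p = 0.0249) or median centring (adjusted p = 0.0305), among numbers 1 and 2 alone (-0.66, adjusted p = 0.026) and without BN control 2 (-0.48, adjusted p = 0.0144), BN DES 2 (-0.34, 0.0487) or BN DES 4 (-0.35, 0.0442). Folliculostellate genes fell in 5 of 8 cases (median -0.71, adjusted p = 0.0652), and the list passed under the same scalings (adjusted p = 0.0444 and 0.0491), among numbers 1 and 2 alone (-0.80, adjusted p = 0.0452) and without BN DES 3 (-0.82, adjusted p = 0.0378). With an estimated correlation the leukocyte and macrophage, gonadotroph and folliculostellate lists did not pass in BN (adjusted p = 0.623, 0.25 and 0.182). Lactotroph (5 rose and 4 fell of 11, median 0.18, adjusted p = 0.905), somatotroph (2 and 4 of 7, -0.78, 0.489), thyrotroph (3 and 1 of 6, 0.39, 0.332), endothelial (1 and 0 of 10, 0.16, 0.509) and red blood cell lists (1 and 0 of 4, 0.57, 0.489) did not pass. The corticotroph and melanotroph list held 2 rises and 2 falls among 6, with a median of -0.20, a mean of -0.10 and an upward test (adjusted p = 0.95). Adjusted over the list alone, 6 cell cycle genes rose and 5 fell, 6 leukocyte genes and 13 secretory load genes rose, and 5 lactotroph and 5 gonadotroph genes fell, with the other counts the same.

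The BN comparison called 7315 probe sets (33.5%), 3071 higher and 4244 lower, of which 2388 changed at least 2-fold, and covered 4642 genes, 1989 higher and 2653 lower. Among numbers 1 and 2 there were 7112 calls, among numbers 3 and 4 there were 5552, and with the block 8326. Median centring turned the split to 3655 higher and 3399 lower, which leaves the balance open. Control and DES values did not overlap for 42.2% of genes.

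**Figure D2:**
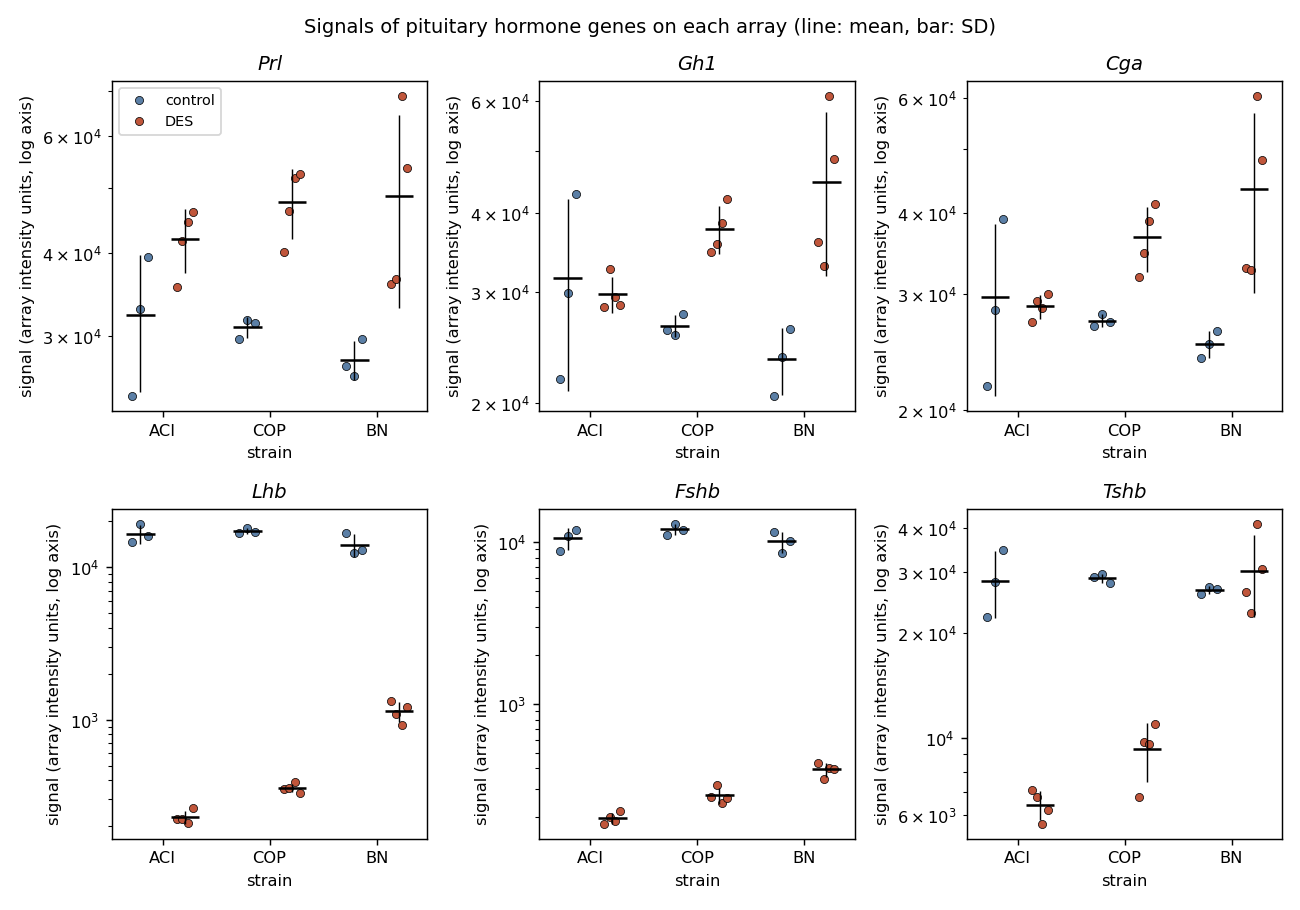
Signal (array units, log10 axis) of the hormone genes Prl, Gh1, Cga, Lhb, Fshb and Tshb in control and DES-treated rats of each strain, with 1 point per array, a line at the group mean and a bar for the SD. Lhb falls from 16640 to 230 in ACI and from 14080 to 1137 in BN, and Tshb goes from 28230 to 6439 in ACI and from 26520 to 30130 in BN.

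**Figure D3:**
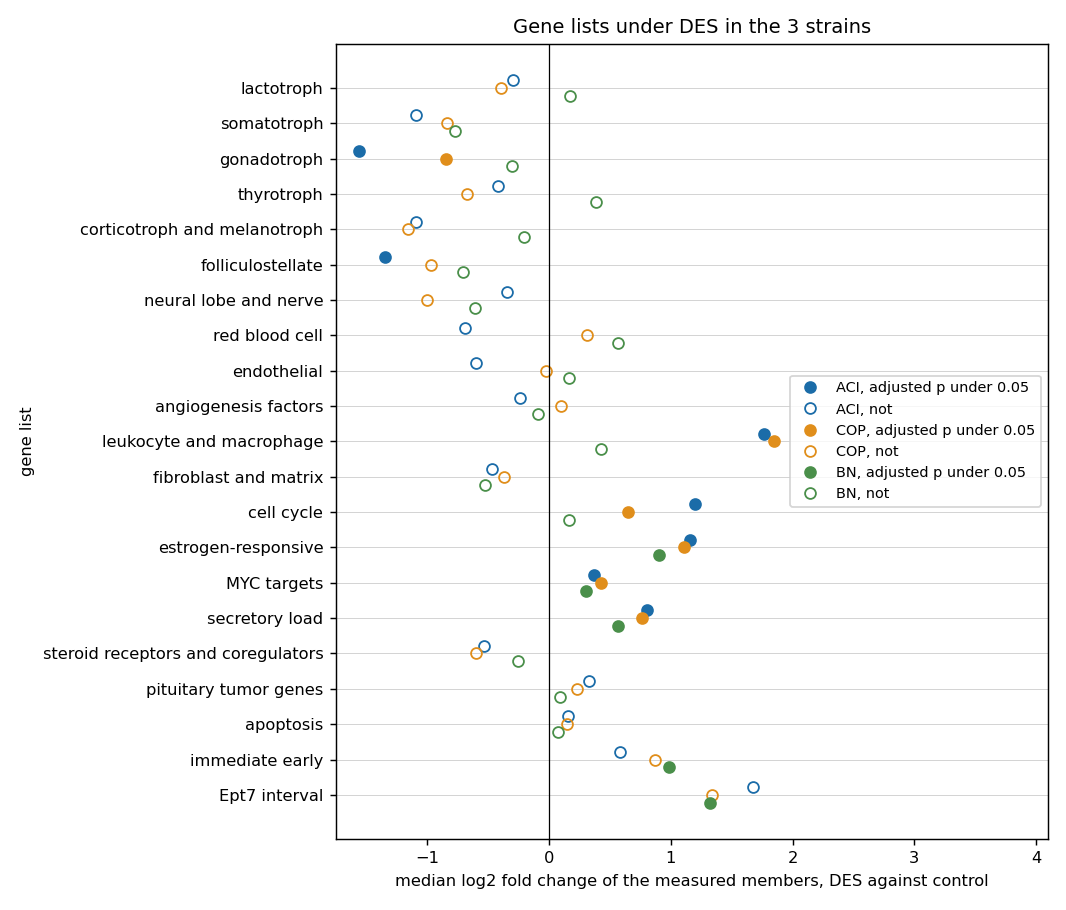
Median log2 change with DES (horizontal axis) of the measured genes of each gene list (vertical axis) in the 3 strains, 1 point per strain, filled where the list passed its test and open where it did not. The cell cycle median is 1.20 in ACI, 0.65 in COP and 0.16 in BN, and the gonadotroph median is -1.56, -0.85 and -0.31.

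The responses of the 3 strains were compared across 11751 genes, whose control arrays are not shared between strains. The log2 changes of ACI and COP correlated across genes at r = 0.914, those of COP and BN at 0.792 and those of ACI and BN at 0.759, and genes are not independent replicates. ACI and BN shared 1493 genes that rose, where independent lists would share 460, and 2057 that fell, where they would share 860. ACI and COP shared 2141 against 588 and 2871 against 1068, and COP and BN shared 1502 against 430 and 1996 against 744. Genes called in opposite directions numbered 91 between ACI and BN, 12 between ACI and COP and 54 between COP and BN.

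The strains were compared in control rats, which carried empty implants to the same age, to ask which genes differ without DES. Mx2, an interferon-induced antiviral gene, was at 1798 ± 286 (SD, n = 3) in ACI and 2275 ± 257 in COP, against 26.6 ± 16.3 in BN. Cartpt, the precursor of the neuropeptide CART, was 15.1 times as high in ACI as in BN and 24.7 times as high in COP as in BN. Sostdc1, a secreted antagonist of bone morphogenetic proteins, was 12.7 and 10.8 times as high, and Rnf6 21.5 and 10.3 times as high. Cwc25, a splicing factor, was higher in ACI than in BN by 3.39 on the log2 scale and than in COP by 2.53, and Krt19, a keratin, was higher in COP than in BN by 3.19. Brcc3-ps7 (log2 differences of -4.17 and -3.33), Ephx2, an epoxide hydrolase (-3.21 and -2.92), and Sparcl1, a matrix protein (-2.65 and -2.47), were lower in ACI and in COP than in BN. Pxmp4, a peroxisomal membrane protein (-2.87), and Ccdc125 (-2.50) were lower in COP than in BN. Lcn2, which encodes lipocalin 2, was lower in ACI than in BN (-3.39) and COP (-3.61), as was LOC100910237 (-2.83 and -2.77).

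Between ACI and COP controls, Hba-a3, an alpha globin gene, was 11.1 times as high in ACI, while Pdzk1ip1 (-3.37) and Gsta4, a glutathione transferase (-2.36), were lower in ACI. Crocc, Apoa4, Pik3r1 and Ttll11 were also called between these controls (2.39, 2.37, 2.34 and -1.94). Each of those 4 calls was lost when single arrays were left out, that of Apoa4 without any 1 of the 6 control arrays: ACI control 1 (2.46, adjusted p = 0.063), 2 (2.43, 0.0656) or 3 (2.23, 0.0823), or COP control 1 (2.47, 0.0558), 2 (2.30, 0.092) or 3 (2.34, 0.0667). That of Crocc was lost without ACI control 1 (2.09, adjusted p = 0.0729) or 2 (2.24, 0.054) or COP control 1 (1.92, 0.0724), and that of Pik3r1 without ACI control 3 (2.02, 0.082) or COP control 1 (2.19, 0.081) or 2 (1.73, 0.13). That of Ttll11 was lost without ACI control 1 (-2.07, adjusted p = 0.0881), 2 (-1.77, 0.209) or 3 (-1.98, 0.0884) or COP control 1 (-1.95, 0.139) or 2 (-1.66, 0.267). Among numbers 3 and 4 alone, with 1 array per control group, calls were also lost for Cwc25 (1.83, adjusted p = 0.203) and Pdzk1ip1 (-3.40, adjusted p = 0.236) between ACI and COP, Ephx2 between ACI and BN (-3.46, adjusted p = 0.0542) and COP and BN (-3.37, adjusted p = 0.0795), and Krt19 (2.22, adjusted p = 0.115). No member of the hormone set was called between control strains.

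The control comparison of ACI with BN called 1479 probe sets, 749 higher and 730 lower in ACI, in 874 genes. That of COP with BN called 1243, 579 higher and 664 lower in COP, in 709 genes, and that of ACI with COP called 263, 141 higher and 122 lower in ACI, in 140 genes. Median centring turned the split of COP with BN to 623 higher and 582 lower. With 3 arrays in each group these counts varied with the arrays used. For ACI with BN there were 3135 calls among numbers 1 and 2, 554 among numbers 3 and 4, and 2109 with the block. For ACI with COP these were 1431, 51 and 413, and for COP with BN they were 2087, 363 and 1744. Where a gene called at 2-fold or more had another probe set, that probe set had the same sign in 77.3% of 66 genes for ACI with BN, 80% of 55 for COP with BN and 73.3% of 15 for ACI with COP.

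The strains were also compared after DES. Mx2 stayed higher in ACI (772 ± 308, SD, n = 4) and COP (817 ± 219) than in BN (19.8 ± 6.86). Spink4, a protease inhibitor, and RT1-A, a class I histocompatibility gene, were 16.6 and 10.3 times as high in ACI as in BN, and 11.5 and 8.54 times as high in COP as in BN. Nppc (3.57) and Pilra, an inhibitory receptor of myeloid cells (3.72), were higher in ACI than in BN on the log2 scale, and Vip (4.61) and Lrat, a retinol-esterifying enzyme (7.47-fold), were higher in COP than in BN. 6330403K07Rikl (-4.38), Brcc3-ps7 (-3.78), Gsta4 (-3.76), LOC100910237 (-3.67) and Lcn2 (-3.63) were lower in ACI than in BN. Hba-a3 (-3.68), Akr1c13 (-3.34), Lpal2 (-3.07), Brcc3-ps7 (-2.82) and Mrln (-2.59) were lower in COP than in BN, the call of Lpal2 being lost among numbers 1 and 2 alone (adjusted p = 0.0564).

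Between DES-treated ACI and COP rats, Hba-a3 was 40.7 times as high in ACI. Slc40a1, the iron exporter (2.23), Agtr1b (2.21), Lama4, a laminin chain (2.18), and Cd163, a macrophage receptor for hemoglobin (2.15), were also higher in ACI, the call of Cd163 being lost among numbers 1 and 2 alone (adjusted p = 0.168). LOC100910237 (-3.42), Gsta4 (-3.22), Lcn2 (-3.08), 6330403K07Rikl (-2.97) and Vip (-2.89) were lower. Tshb was lower after DES in ACI than in BN (-2.19) and in COP than in BN (-1.69), as were Lhb (-2.22 and -1.62), Fshb (-0.94 and -0.51) and Pomc (-1.51 and -1.65). For COP with BN the Fshb call was lost among numbers 1 and 2 (-0.39, adjusted p = 0.0755). The Pomc call for ACI with BN was lost among numbers 1 and 2 (-0.99, adjusted p = 0.174) and without ACI DES 4 (-1.08, adjusted p = 0.0884) or BN DES 4 (-1.34, adjusted p = 0.0587). For COP with BN it was lost among numbers 1 and 2 (-1.37, adjusted p = 0.0728) and 3 and 4 (-1.93, adjusted p = 0.0744), with only the groups compared (adjusted p = 0.0562) and without COP DES 2 (-1.26, adjusted p = 0.0687) or 3 (-1.34, adjusted p = 0.0636). Gh1 (-0.54, adjusted p = 0.0197) and Cga (-0.55, adjusted p = 0.0149) were lower in ACI than in BN. Those calls were lost with median centring (-0.39 for each, adjusted p = 0.108 and 0.0933), among numbers 1 and 2 (-0.18 and -0.22, adjusted p = 0.277 and 0.107) and without BN DES 3 (-0.38 for each, adjusted p = 0.0866 and 0.0675) or BN DES 4 (-0.49 and -0.48, adjusted p = 0.0591 and 0.0509), and that of Cga with only the groups compared (adjusted p = 0.0537). Tshb was at -0.51 between ACI and COP and missed the threshold (adjusted p = 0.076). It was called at that size with the replicate block (adjusted p = 0.041), the block of number sets (0.0309) and only the groups compared (0.0398), and also with quantile normalization (-0.47, adjusted p = 0.00238), among numbers 3 and 4 (-0.79, 0.0143) and without COP DES 1 (-0.65, 0.0185). Gh1 and Cga were each at -0.34 between ACI and COP and were called with only the groups compared (adjusted p = 0.024 and 0.0328), and Cga with quantile normalization (-0.20, adjusted p = 0.0068). Between COP and BN they were called with quantile normalization (-0.25 for each, adjusted p = 0.00998 and 0.000189) and among numbers 3 and 4 (-0.44 and -0.43, adjusted p = 0.0269 and 0.0278). Prl was called between ACI and BN among numbers 3 and 4 (-0.43, adjusted p = 0.0243). Lhb was lower in ACI than in COP (-0.60), though not among numbers 3 and 4 alone (-0.57, adjusted p = 0.108). Fshb was at -0.43 between ACI and COP (adjusted p = 0.0295), near the threshold. Its call was lost with median centring (-0.33, adjusted p = 0.12), quantile normalization (-0.39, adjusted p = 0.0681), 64 added before log2 (-0.36, adjusted p = 0.06), only the groups compared (adjusted p = 0.126) and numbers 3 and 4 alone (-0.31, adjusted p = 0.344). It was also lost without ACI DES 1 (-0.40, adjusted p = 0.0846), 2 (-0.44, 0.0569) or 3 (-0.41, 0.0798) or COP DES 1 (-0.44, 0.0548), 2 (-0.37, 0.109) or 4 (-0.45, 0.0515).

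After DES, ACI and BN differed at 6832 probe sets, 2992 higher and 3840 lower in ACI, in 4236 genes. ACI and COP differed at 1024, 324 higher and 700 lower in ACI, in 662 genes, and COP and BN at 4859, 2283 higher and 2576 lower in COP, in 3041 genes. With each array centred on its median the splits became 4541 and 2517 for ACI with BN, 606 and 452 for ACI with COP, and 2724 and 2136 for COP with BN, so the direction of the balance is not settled in any of them. Among numbers 1 and 2, among numbers 3 and 4 and with the block the counts were 6641, 6199 and 8095 for ACI with BN, 987, 471 and 1456 for ACI with COP, and 4913, 4478 and 6068 for COP with BN. A fit of only the groups compared called 2917 for COP with BN.

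The last question was which genes respond to DES differently in the 3 strains. Nppc went from 82.8 to 7563 in ACI and from 61.1 to 3177 in COP but from 128 to 641 in BN. Vip went from 68.6 to 1683 in ACI, from 59.3 to 12150 in COP and from 94.3 to 486 in BN. Olfm3, a secreted olfactomedin of the nervous system, went down in ACI (3376 to 652) and COP (2671 to 638) and up in BN (784 to 3503). C2cd4a and C2cd4b, nuclear factors induced by inflammation, went from 93.6 to 1156 and from 158 to 897 in ACI, and from 635 to 384 and from 656 to 338 in BN. Cartpt went from 2985 to 440 in ACI and from 4887 to 359 in COP, and from 178 to 284 in BN.

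Other genes whose response differed between ACI and BN were Dnase1l3, a nuclease (44.2 to 432 in ACI, 75.2 to 56.2 in BN), and Tnfrsf11b, which encodes osteoprotegerin (10.4 to 95.8 and 36.8 to 7.40). They also included Defb24, a beta-defensin (1027 to 96.6 and 655 to 812), 6330403K07Rikl (2202 to 66.1 and 2632 to 1493) and Calcb, a calcitonin-related peptide (194 to 162 and 52.4 to 603). Between COP and BN they were Drd4, a dopamine receptor (72.5 to 3428 in COP, 97.3 to 609 in BN), Mzb1 (44.3 to 3525 and 58.4 to 647) and Ngef (20.8 to 89.5 and 74.0 to 28.9). Sema3e, an axon guidance signal (1892 to 56.0 and 313 to 129), Cyp4a8, a cytochrome P450 (112 to 13.9 and 18.3 to 53.4), and Abca8a, a lipid transporter (150 to 20.4 and 73.9 to 161), also differed. Of these, Tnfrsf11b, Dnase1l3, 6330403K07Rikl, Calcb, Mzb1, Ngef, Sema3e, Cyp4a8 and Abca8a had at least 1 mean near the floor, as had Vip and Nppc in COP controls, and the size of their folds is uncertain. Calls lost among numbers 3 and 4 alone, with 1 control array per strain, were those of Tnfrsf11b for ACI with BN (log2 difference 3.95 there and 3.34 over all arrays, adjusted p = 0.052), and for COP with BN of Ngef (3.42 and 2.80, adjusted p = 0.137), Cartpt (-3.73 and -4.32, adjusted p = 0.0549) and Cyp4a8 (-2.55 and -3.19, adjusted p = 0.374).

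Between ACI and COP the response differed for Slc40a1 (346 to 1089 in ACI, 465 to 219 in COP), Agtr1b (4282 to 405 and 5251 to 73.0), Hmox1, a heme-degrading enzyme (93.7 to 842 and 105 to 172), and C3, the central complement protein (463 to 509 and 310 to 1819). Fam83d (27.7 to 266 and 29.6 to 51.0, near the floor) was called at a log2 difference of 2.16 but lost its call without ACI control 1 (2.09, adjusted p = 0.0656) or 2 (2.05, 0.0759), ACI DES 4 (2.08, 0.0523) or COP control 1 (1.94, 0.0875), and among numbers 3 and 4 alone (1.89, 0.439). The call of 6330403K07Rikl (2202 to 66.1 and 3288 to 533) was lost without COP control 1 (-2.32 against -2.39, adjusted p = 0.0586). Those of Ccl6, Crocc and Vgll2 (adjusted p = 0.0446, 0.0474 and 0.0308) lay near the threshold (and Crocc and Vgll2 near the floor), with log2 differences of 2.11, -2.68 and -2.49. They were lost without ACI control 1 (2.03, -2.39 and -2.30, adjusted p = 0.112, 0.155 and 0.1) or COP control 1 (2.08, -2.22 and -2.61, adjusted p = 0.116, 0.163 and 0.0647), and without several others. Among numbers 3 and 4 alone, calls were also lost for Agtr1b (1.64, adjusted p = 0.0942), Hmox1 (2.73, adjusted p = 0.0749) and C3 (-2.62, adjusted p = 0.0537).

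Hormone genes also differed in response, with cell makeup untested as a cause. Lhb fell further in ACI and COP than in BN, by 2.47 (95% interval of the log2 difference -2.84 to -2.09) and 1.93 (-2.31 to -1.56). Fshb fell further by 1.01 and 0.76, the second call being lost among numbers 1 and 2 (-0.67, adjusted p = 0.0767) and 3 and 4 (-0.85, 0.0898). Tshb responses of ACI and COP differed from that of BN by -2.26 and -1.80. The Gh1 response of ACI lay below that of BN (-0.92, adjusted p = 0.0218), a call lost without ACI control 3 (-0.67, adjusted p = 0.0796) or BN control 1 (-0.83, 0.0676), with median centring (-0.79, 0.0594), with only the groups compared (0.0608) and among numbers 1 and 2 alone (-0.39, 0.117). The responses of Prl and Pomc were not called in any pair of strains, apart from Prl for ACI with BN among numbers 3 and 4 alone (-0.83, adjusted p = 0.0265). The Cga response for ACI with BN just missed (-0.75, adjusted p = 0.0539). It was called at the same size with the replicate block (adjusted p = 0.0102), the block of number sets (adjusted p = 0.00757) and the stricter filter (adjusted p = 0.0447). It was also called at -1.45 among numbers 3 and 4 alone (adjusted p = 0.00189), at -0.47 with quantile normalization (adjusted p = 4.39e-05), at -0.95 without ACI control 1 (adjusted p = 0.0144) and at -0.87 without BN DES 1 (adjusted p = 0.0208) or 2 (0.0204). With quantile normalization it was called for COP with BN (-0.28, adjusted p = 0.0129).

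Cell cycle genes responded more in ACI than in BN, with 15 of 25 higher and none lower (median difference 1.42, adjusted p = 9.46e-13), and more in COP than in BN, with 8 higher and none lower (0.66, adjusted p = 4.15e-06). Between ACI and COP 2 were called, Cdk1 (1.32) and Kif20a (1.62), and the list passed (median 0.62, adjusted p = 9.46e-13). All 3 held with an estimated correlation (adjusted p = 0.000998, 0.026 and 0.000998). Leukocyte and macrophage genes responded more in ACI than in BN in 10 of 14 cases (median 1.30, adjusted p = 2.38e-08, and 0.078 with an estimated correlation) and more in COP than in BN in 12 (1.51, adjusted p = 4.54e-12, and 0.0424). In controls 6 of these 14 genes were called lower in ACI than in BN and 8 lower in COP than in BN, with none higher. After DES 7 and 8 were called higher, with none lower. Fcgr2b, chosen after its values were seen, was at -2.26 and -1.32 in controls and at -0.42 (not called) and 1.03 after DES, whereas Cd68, chosen in the same way, was at -0.24 and -0.45 in controls (not called) and at 1.37 and 1.01 after DES. Control means of Fcgr2b were near the floor in ACI (15) and COP (41), so the size of its control differences is uncertain. Gonadotroph genes responded lower in ACI than in BN in 7 of 10 cases (median -1.26, adjusted p = 2.15e-06, and 0.0148 with an estimated correlation) and in COP than in BN in 2 (-0.56, adjusted p = 0.000748, and 0.0615). Between ACI and COP no single gonadotroph gene was called while the list passed (median -0.60, adjusted p = 5.93e-05, and 0.0344 with an estimated correlation). Adjusted over the list alone, 19, 10 and 12 cell cycle genes were higher for ACI with BN, ACI with COP and COP with BN, and 12, 1 and 12 leukocyte genes were higher, with 1 cell cycle gene and 1 leukocyte gene lower for COP with BN. Over those lists alone, 8, 4 and 5 gonadotroph genes were lower.

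The response of ACI and BN differed at 3091 probe sets, 1362 higher and 1729 lower in ACI, in 2087 genes, 972 higher and 1115 lower. That of COP and BN differed at 1142, 612 higher and 530 lower in COP, in 816 genes, and that of ACI and COP at 115, 37 higher and 78 lower in ACI, in 76 genes. Centred on array medians, the splits for ACI were 1987 and 1141 against BN and 56 and 39 against COP. Among numbers 1 and 2, among numbers 3 and 4 and with the block the counts were 3898, 2893 and 4242 for ACI with BN, 449, 21 and 283 for ACI with COP, and 1485, 457 and 1887 for COP with BN.

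**Figure D4:**
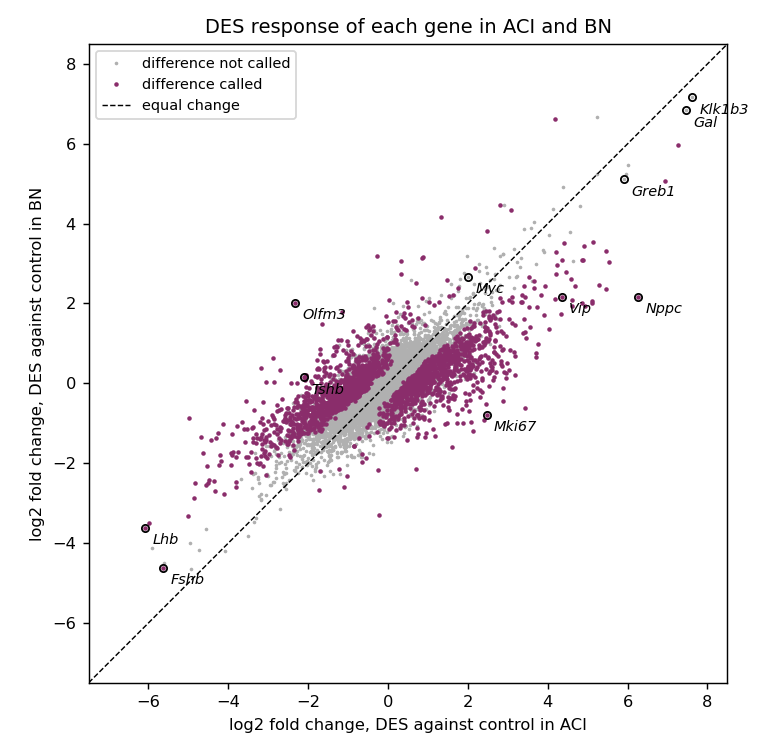
Log2 change with DES in ACI (horizontal axis) and in BN (vertical axis) of 11751 genes, 1 point per gene, colored where the difference in response between the strains was called, with a dashed line where both changes are equal. The 2087 called genes lie off that line, 972 with a higher change in ACI and 1115 with a lower one, and the 2 sets of changes correlate at r = 0.759.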

Values the study reported

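The study compared male ACI and BN rats after 12 weeks of DES with sham-treated rats. For Myc it reported a 5-fold increase in ACI (P = 3.8E-4) and a 7-fold increase in BN (P = 6.8E-3), with no significant difference between these strains. For Pvt1 the increases it gave were 3.6-fold in ACI (P = 9.0E-5) and 2.8-fold in BN (P = 0.017). A1bg was described as expressed at a low level, without significant differences by strain or treatment.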

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

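The tests of dilution, of gonadotroph loss, of blood and of the division of array numbers, the actin ratio without BN control 3, and the reading of the probe set share for ACI with BN by its interval, were chosen only after the results were seen.

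Lhb and Fshb fell with DES in all 3 strains, and growth of other cells could dilute them. Dilution predicts that markers of cells that did not grow fall about as far. The mean change of Lhb and Fshb minus that of 18 folliculostellate and endothelial markers was -4.97 (95% interval -5.24 to -4.70) in ACI, -5.16 (-5.43 to -4.88) in COP and -3.95 (-4.22 to -3.67) in BN. Both dilution and loss of gonadotrophs predict that Gnrhr and Nr5a1, which mark these cells, fall about as far. The difference from these was -3.40 (-3.76 to -3.04), -3.77 (-4.13 to -3.42) and -3.37 (-3.73 to -3.01), with mean signals of both still at 128 or more after DES. Neither alone matches these values. Growth of the 18 markers' cells was not measured, so the extent of dilution is open. Lower expression per cell is a hypothesis and partial loss open, with counts of stained cells as the test.

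Leukocyte and macrophage markers rose in ACI and COP, and blood left in the gland could raise them, in which case red blood cell genes would rise about as far. The mean change of Hbb and Alas2 minus that of the leukocyte markers was -2.26 (95% interval -3.08 to -1.44) in ACI, -2.40 (-3.22 to -1.59) in COP and -0.06 (-0.88 to 0.76) in BN. With Ahsp, which rose in each strain (1.28, 1.49 and 1.52), and Slc4a1 (-0.93, 1.06 and 0.65, not called) added, the difference was -1.83 (-2.47 to -1.18), -1.43 (-2.07 to -0.79) and 0.33 (-0.31 to 0.97). Both added genes had a mean near the floor in each strain, so the size of this second difference is uncertain. Blood as the whole cause does not match the Hbb and Alas2 values of ACI and COP, while in BN, where the marker list did not pass, the question is open. Immune cells resident in the gland remain a possibility, with staining of macrophages as its test.

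Strain differences in control rats could come from sequence variants under the probes, which can alter the signal of 1 probe set of a gene and not of another. Variants as the whole cause predict a shared sign in under 60% of genes, and the bound set for expression was 80% or more with a lower limit over 60%. The share of genes whose other probe set had the same sign was 80% (95% interval 67.0 to 89.6, 44 of 55) for COP with BN, which meets the bound for expression, although only 41.8% of these other probe sets were themselves called with that sign. For ACI with BN it was 77.3% (65.3 to 86.7, 51 of 66), short of that bound but with an interval above the 60% that variants as the whole cause allow, and for ACI with COP it was 73.3% (44.9 to 92.2, 11 of 15), where the question is open. The shares lay below the 93.4% to 94.5% of DES within a strain, where variants cannot act, so variants under the probes of some genes may remain, and sequencing of those probe targets would settle which.

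Arrays were also exchanged between the groups compared, and the counts refitted, in every possible split for 2 groups and in 99 random splits beside the real one for the response. For DES in ACI the real count was 10724 and the highest other 6410 over 35 splits, with 1 split (the real one) reaching it. In COP these were 9419 and 5358 (35 splits, 1 reaching), and in BN 7315 and 5484 (35 splits, 1 reaching). Those highest counts come from splits that exchange all 3 controls with 3 DES arrays. For DES-treated rats the real and highest other counts were 6832 and 1 for ACI with BN, 1024 and 19 for ACI with COP, and 4859 and 2248 for COP with BN, each with 1 of 35 splits reaching the real one. The 2248 calls come from exchanging COP DES 3 and 4 with BN DES 1 and 2, the division by array number. For control rats 10 splits are too few for a share under 0.05, and the counts were 1479 and 2 for ACI with BN, 263 and 8 for ACI with COP, and 1243 and 0 for COP with BN (1 of 10 reaching in each). For the response the real count was 3091 and the highest other 4057 for ACI with BN, with 2 of 100 splits reaching it. It was 115 and 870 for ACI with COP (3 of 100 reaching), and 1142 and 1496 for COP with BN (2 of 100 reaching). The highest of these splits exchange all DES arrays between strains and at most 1 control of each, so that the strain difference itself is added to the response.

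Single arrays stood apart in 3 of 103 sets of 4 DES arrays screened for a named gene or array measure, where about 1 in 20 would by chance, and sets of 3 control arrays were not screened. Pvalb was 2171.2 on ACI DES 1 against 1406.3 to 1474.8 on the others. Myc was 885 on COP DES 1 against 618.2 to 654 on the others. Serpina3l was 132 on BN DES 4 against 35.9 to 42.0 on the others.

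Lists whose DES response differed between strains are given by their median log2 difference. For ACI with BN these were gonadotroph -1.26, cell cycle 1.42 and leukocyte and macrophage 1.30 (adjusted p = 0.078 with an estimated correlation). For ACI with COP gonadotroph was at -0.60 and cell cycle at 0.62, and for COP with BN they were at -0.56 (adjusted p = 0.0615 with an estimated correlation) and 0.66, with leukocyte and macrophage at 1.51. The thyrotroph list was at -1.13 for ACI with BN (adjusted p = 0.0124, and adjusted p = 0.0934 with an estimated correlation) and -1.24 for COP with BN (adjusted p = 0.00768, and 0.078). The corticotroph and melanotroph list was at -0.78 for ACI with BN (adjusted p = 0.0194, and 0.0734) and -1.05 for COP with BN (adjusted p = 0.00707, and 0.0481). The folliculostellate list was at -0.84 for ACI with BN (adjusted p = 0.0356, and 0.132) and -0.88 for ACI with COP (adjusted p = 0.000469, and 0.0304). The endothelial list was at -0.68 for ACI with BN (adjusted p = 0.0177, and 0.106) and -0.52 for ACI with COP (adjusted p = 0.00116, and 0.0463). The secretory load list was at 0.44 for ACI with BN (adjusted p = 0.00231, and 0.348) and 0.28 for COP with BN (adjusted p = 0.00385, and 0.372). The folliculostellate call for ACI with BN was lost with quantile normalization (adjusted p = 0.0581) and without BN control 2 (0.0605), BN DES 1 (0.056) or BN DES 3 (0.0566), and among numbers 1 and 2 (0.0981) and 3 and 4 (0.109). Other calls lost among numbers 3 and 4 alone were thyrotroph (-1.43, adjusted p = 0.0722), corticotroph and melanotroph (-0.84, adjusted p = 0.372) and secretory load (0.32, adjusted p = 0.357) for ACI with BN, folliculostellate (-0.71, adjusted p = 0.149) for ACI with COP, and corticotroph and melanotroph (-0.92, adjusted p = 0.191) and secretory load (0.20, adjusted p = 0.0784) for COP with BN. The endothelial call for ACI with BN was lost among numbers 1 and 2 (-0.57, adjusted p = 0.0913).

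Genes named by rule whose DES response differed are given by their log2 difference, and the size is uncertain for Tnfrsf11b, Dnase1l3, 6330403K07Rikl, Calcb, Fam83d, Vip, Crocc, Vgll2, Nppc in COP, Mzb1, Ngef, Sema3e, Cyp4a8 and Abca8a, which had a group mean near the floor of the array. For ACI with BN they were Nppc 4.11, C2cd4a 4.03, Tnfrsf11b 3.34, C2cd4b 3.33, Dnase1l3 3.33, Olfm3 -4.34, 6330403K07Rikl -4.12, Defb24 -3.58, Cartpt -3.52 and Calcb -3.47. Hormone genes in that comparison were Gh1 -0.92, Lhb -2.47, Fshb -1.01 and Tshb -2.26. For ACI with COP they were Slc40a1 2.64, Agtr1b 2.53, Hmox1 2.24, Fam83d 2.16, Ccl6 2.11, Vip -3.01, Crocc -2.68, C3 -2.52, Vgll2 -2.49 and 6330403K07Rikl -2.39. For COP with BN they were Vip 5.19, Nppc 3.29, Drd4 2.85, Mzb1 2.81, Ngef 2.80, Cartpt -4.32, Olfm3 -4.11, Sema3e -3.53, Cyp4a8 -3.19, Abca8a -3.13, Lhb -1.93, Fshb -0.76 and Tshb -1.80.

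Array control probe sets also differed between groups. The cre spike-in was 1.47 times as high in DES arrays (permutation p = 2e-05, adjusted p = 1e-04), and 1.34 and 1.5 times within the 2 sets of array numbers. The 5S rRNA probe set was 1.6 times as high (permutation p = 0.0079, adjusted p = 0.013), and 1.45 and 1.47 times within sets. The ratio of 3' to 5' actin signal was 0.76 times that of controls (permutation p = 0.00036, adjusted p = 9e-04), and 0.83 times without BN control 3 (permutation p = 0.0013). The GAPDH and hexokinase ratios did not pass (0.9 and 0.74 times, permutation p = 0.05 and 0.12, adjusted p = 0.062 and 0.12). Without BN control 3 they did not pass either (0.91 and 0.87 times, permutation p = 0.089 and 0.26, adjusted p = 0.13 and 0.26). On that array the ratio was 7.24 for actin and 8.28 for hexokinase, against at most 4.48 and 5.20 on the others. Without it there were 5877 calls for DES in BN, 1088 and 817 between ACI and BN and between COP and BN controls, and 2628 and 825 for the response of ACI with BN and COP with BN.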

How the results depend on the processing

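The fits by array number were chosen only after the results were seen. There were 35 alternatives, 21 of them with 1 array left out, for 679 values of named genes, of which 424 were called, and 126 list values. The estimated correlation and the mean of all probe sets were for lists only, the stricter filter kept 594 of the gene values, and an array was left out only of the comparisons that used it. A value called in neither fit was counted as unchanged whichever its sign, except for the 9 Ept7 gene results. Of the named gene values, 627 stayed the same, 18 grew, 29 shrank or lost the call and 5 turned with quantile normalization, against 648, 10, 21 and 0 with median centring. Among numbers 1 and 2 alone these counts were 607, 37, 35 and 0. Fewer values stayed the same among numbers 3 and 4 alone, where each control group held 1 array. Over all left-out arrays 6355 of 6685 stayed the same, 58 grew and 272 shrank or lost the call. No alternative background correction was run.

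Counts that moved by over 1.5 times, or calls that turned, were these. Numbers 3 and 4 alone gave 7032 calls for DES in ACI and 5776 in COP, 554, 51 and 363 between controls (ACI with BN, ACI with COP, COP with BN), 471 between DES-treated ACI and COP, and 21 and 457 for the response of ACI with COP and COP with BN. That fit held fewer arrays. Bad turned to 0.07 in ACI there, and the immediate early list was at 1.52 for the response of ACI with COP (adjusted p = 2.54e-05), against -0.18 over all arrays (adjusted p = 0.642), -1.19 among numbers 1 and 2 (adjusted p = 0.00229) and -0.85 without COP control 3 (adjusted p = 0.0149). Numbers 1 and 2 alone gave 3135, 1431 and 2087 between controls and 449 for the response of ACI with COP, and the cause was not tested. With the division as a block there were 413 between ACI and COP controls, and 283 and 1887 for the response of ACI with COP and COP with BN. Only the groups compared gave 2917 for DES-treated COP with BN.

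With quantile normalization Tshb in BN (-0.59, adjusted p = 6.78e-05), Cga in COP (-0.27, adjusted p = 5.72e-05) and Gnas in BN (-0.29, adjusted p = 0.0327) were called in the other direction. Gnas and Gh1 in COP turned to -0.14 (adjusted p = 0.281) and -0.15 (adjusted p = 0.113) and were not called. The estimated correlation left 15 of 36 list tests passed.

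With replicate number as a block (the replicate block), calls for the response were 252 for ACI with COP and 1773 for COP with BN. The labels do not say that equal numbers belong together, and the 9 same-numbered pairs of a control and a DES array within a strain had residual correlations of 0.08 to 0.24, 5 of them over 0.1. No paired test was used.

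With 1 array left out, calls between ACI and BN controls were 976 without BN control 1, 978 without ACI control 2 and at most 1304 without ACI control 3. Between ACI and COP controls they were 146 without COP control 2, 160 without COP control 1, 163 without ACI control 1, 166 without ACI control 2 and 252 without ACI control 3. Between COP and BN controls they were 784 without BN control 1, 805 without COP control 2, 817 without BN control 3 and 988 without BN control 2. For the response of ACI with COP they were 48 without ACI control 2, 50 without COP control 2, 51 without COP control 1, 52 without ACI control 1 and 136 without ACI DES 1. For the response of COP with BN they were 716 without COP control 2, 755 without BN control 1 and 1429 without BN DES 1. A1bg in COP went from -0.59 without COP control 1 to 0.08 without COP control 2.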

Other observations

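Genes of the nerve, matrix and receptor lists were called with DES, though none of these lists passed its test. Nefl, a neurofilament subunit, changed by -2.09 in ACI, -1.36 in COP and -0.43 in BN. Of 4 measured neural lobe and nerve genes, none rose and 2, 3 and 2 fell in ACI, COP and BN (medians of -0.34, -1.0 and -0.61, adjusted p of 0.436, 0.119 and 0.476), with the same counts over the list alone. Among 11 fibroblast and matrix genes 2, 2 and 1 rose and 3, 4 and 4 fell (medians of -0.47, -0.37 and -0.53, adjusted p of 0.79, 0.53 and 0.247), and 3, 5 and 6 fell over the list alone. The matrix proteoglycan genes Dcn and Lum changed by -4.43 and -4.69 in ACI, -4.22 and -3.77 in COP, and -1.41 and -1.35 in BN, while Sparc rose by 1.96, 1.54 and 1.45. Of 8 steroid receptors and coregulators 1, 2 and 2 rose and 4, 3 and 3 fell (medians of -0.53, -0.60 and -0.25, adjusted p of 0.525, 0.549 and 0.905), the same over the list alone. Nr3c1, the glucocorticoid receptor, changed by -1.80, -1.35 and -0.79, and the coactivator gene Ncoa1 by -2.01, -1.64 and -1.96.

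Of 10 angiogenesis factors 2, 2 and 3 rose and 3, 1 and 2 fell in ACI, COP and BN (medians of -0.24, 0.10 and -0.09, adjusted p of 0.936, 0.683 and 0.95), with 4 falls in BN over the list alone. Vegfa, the main vascular growth factor, rose by 0.77, 0.58 and 0.64. Of 10 pituitary tumor genes 5, 4 and 4 rose and 1, 1 and 0 fell (medians of 0.33, 0.23 and 0.09, adjusted p of 0.256, 0.324 and 0.307), with 5 rises and 1 fall in BN and 2 falls in ACI over the list alone. Cdkn2c, a cell cycle inhibitor, rose by 0.78, 0.55 and 0.93. Of 10 apoptosis genes 1, 2 and 1 rose and 1, 1 and 0 fell (medians of 0.16, 0.14 and 0.07, adjusted p of 0.489, 0.519 and 0.673), with no fall in ACI over the list alone. Bid rose by 0.97, 1.24 and 0.67. Of 10 immediate early genes 4, 3 and 4 rose and none fell (medians of 0.58, 0.87 and 0.98), with 3, 3 and 6 rises over the list alone. That list passed in BN (adjusted p = 0.021, and adjusted p = 0.471 with an estimated correlation) and not in ACI (adjusted p = 0.349) or COP (adjusted p = 0.172). The BN call was lost without BN control 2 (0.85, adjusted p = 0.0555) or BN DES 1 (0.82, 0.0552). The list passed in ACI among numbers 3 and 4 (0.90, adjusted p = 0.0129), and in COP among numbers 1 and 2 (1.33, adjusted p = 0.00827) and without COP control 3 (1.37, adjusted p = 0.0113). Dusp1, a phosphatase that turns off kinase signaling, rose by 2.48, 2.60 and 2.41.

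The division of array numbers was examined only after the results were seen. With group means removed, 5045 probe sets differed between arrays numbered 1 and 2 and those numbered 3 and 4, of which 1972 were higher in the latter, and none differed in either of the other 2 divisions into pairs. The first principal component of the residuals held 24.1% of the variance and separated the sets in 6 of 6 groups. The median residual correlation was 0.11 within sets and -0.12 across them, and 15 of 21 arrays matched best an array of their own number. Log2 differences between the sets were 0.88 for Hbb, 0.49 for Alas2, 0.34 for Prl, 0.30 for Gh1 and 0.31 for Cga. The alpha globin gene Hba-a3 (0.15, adjusted p = 0.509) and the immediate early genes Fos (0.25, 0.656) and Egr1 (0.09, 0.851) did not pass.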
